A study of Homo sapiens with 6 samples. Its data were reported in "Lipid exposure activates gene expression changes associated with estrogen receptor negative breast cancer" (2022).

How the data were processed

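RNA sequencing libraries of MCF-12A cells were compared after 24 h with OA or vehicle, with 3 libraries per group taken from the sample labels. The authors aligned reads to hg38 with STAR 2.5, excluded low-quality and multi-mapped reads, and counted reads per gene with featureCounts 1.5.1. The submitters' processing notes also name FastQC, MultiQC 0.11.5, Subread and edgeR 3.30.3. The sources used here differ on read length and on single-read or paired-end layout, and the strand setting of the counting is not given in the sources used here, so reads of overlapping and antisense genes could not be told apart. The dose for this line was not used here.

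The deposited table holds raw counts per gene for the 6 libraries, with no normalization, and the authors' gene length beside them. It lists 14803 genes. The lowest total over the 6 libraries was 14, so genes had been removed by a rule on low counts that is not given in the sources used here. For 183 genes some exons also lie on alternate contigs, where exclusion of multi-mapped reads could lower the counts. All per-sample columns were used. Gene types were matched by current or older symbol for 14566 genes (98.4%), of which 13302 were protein-coding. Totals ran from 43049972 to 59935521 counts, and the median SE of a log2 fold change was 0.053.

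Counts were analysed in R 4.3.3 with edgeR 4.0.16. Libraries were scaled by TMM, genes were filtered with filterByExpr, which removed 18, and OA was compared with vehicle by the two-sided quasi-likelihood test with Benjamini-Hochberg adjustment at a false discovery rate of 0.01. No covariate entered the model. The study used edgeR's likelihood ratio test, which was run here as an alternative. CPM values are TMM-scaled. The SE of a log2 fold change was its size divided by the square root of the F statistic. A group with 0 counts was set to a floor of 3 counts over the group to give a lower bound on the fold. For 1 to 3 counts, an exact Clopper-Pearson interval at 95% was put on the ratio.

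Genes were named by a rule fixed before the data were examined. It took the 16 genes of interest to the study; the 10 protein-coding genes with the largest rise and the 10 with the largest fall among those past the threshold with a mean of at least 5 CPM in the higher group and non-overlapping libraries (10% of genes do not overlap by chance with 3 against 3); and, per list, the 3 members with the smallest p past the threshold and a mean of at least 1 CPM, with the most abundant member added where fewer than 3 passed. The 37 gene lists, with 1121 entries of which 920 were in the table, were also fixed then. They were tested on log2 CPM (prior count 2) with camera in limma 3.58.1 at a preset correlation of 0.01, and with an estimated correlation, with Benjamini-Hochberg adjustment over lists at 0.05. The self-contained test fry was run as an alternative. Its directional p was under 0.05 after adjustment for all 37 lists, and it does not compare a list with other genes. Some genes that the rule takes are not reported here. A pair of hepatocyte lists was written after the data were examined.

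For the trend by level, genes were ranked by 1 vehicle library and the fold change was taken against the other vehicle libraries, over the 3 choices. Pairs of libraries of one group differed beyond counting noise, with a chi-square per degree of freedom of at least 2.73 over genes with at least 20 counts, so no library was a duplicate of another. The first principal component held 96.1% of the variance and separated the groups.

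The steps were tested on simulated data built from the real means, dispersions and library totals. For OA against vehicle, with 200 of the simulated genes changed and 14780 fitted, 31 of 50 genes changed 1.25-fold were recovered in the right direction, 38 of 50 at 1.5-fold, 49 of 50 at 2-fold and 50 of 50 at 4-fold, with 2 false calls. A list of 30 genes shifted 1.5-fold was called and 0 of the other simulated lists were. Simulated genes varied independently of each other, so this does not test camera on correlated lists (estimated correlation 0.755 for the mitosis genes). Nor does the simulation test the scaling where most genes change, since 84.5% of tested genes were called in the data. With no change simulated, the largest median of a decile was 0.005 in size.

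Alternatives were other scalings (DESeq2-type size factors, upper quartile, library totals only), no filter or a filter of at least 1 CPM in at least 3 libraries, the likelihood ratio test, DESeq2 1.42.0, limma-voom, a replicate block, omission of each library in turn, omission of mitochondrial RNA and the 20 most abundant genes, and a false discovery rate of 0.05.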

Results

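RNA was sequenced from MCF-12A cells, a non-tumorigenic human breast epithelial line that lacks the estrogen receptor, after 24 h with octanoic acid (OA), a medium-chain saturated fatty acid, or with its vehicle, phosphate-buffered saline. There were 3 libraries per group. The count table held 14803 genes by symbol, with positions on the human hg38 build. Library totals ran from 43049972 to 59935521 counts in vehicle and from 47508208 to 49585010 in OA. Nothing in the labels says that the 3 libraries of a group came from separate cultures, so p-values measure only the spread between these libraries, which may be technical. Counting intervals and floors cover counting error only.

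The comparison asks how a fatty acid changes the transcriptome of breast epithelial cells. Genes of mitosis, DNA replication, ribosome biogenesis, glycolysis and sterol synthesis fell in OA, and interferon response, neuronal and Hedgehog pathway genes rose, by a list test with a preset correlation. With an estimated correlation 0 of these calls held (adjusted p = 0.345 to 0.407). The cardiac and skeletal muscle list lost its call too, although its estimated correlation (-0.041) was below the preset 0.01. A lost call thus does not by itself point to correlation between members. The test compares a list with all genes, and genes low in vehicle rose in general, as given below. Of 14785 genes tested, 6409 were higher and 6084 lower in OA at a false discovery rate of 0.01 by edgeR's quasi-likelihood test (n = 3 per group). Of these, 3300 were more than 2-fold higher and 1815 more than 2-fold lower; the latter count was 1060 with library totals only and 1187 with upper quartile scaling, against 4152 and 3965 higher. Scaling decided part of this split. Higher genes made up 51.3% of the calls with TMM scaling and 65.4% with library totals only (8223 higher, 4341 lower), which moved the median log2 fold change of all genes from 0.03 to 0.32, so the changes given here are relative to that median under TMM. Upper quartile scaling gave 62.6% higher.

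The steepest rises took genes from near 0 to clear expression. NGFR, the low-affinity nerve growth factor receptor (chromosome 17, 49495293 to 49515020), went from 0.209 ± 0.089 to 209.5 ± 8.0 CPM (SD, n = 3). STK32A, a serine/threonine kinase gene, had 0 counts in every vehicle library and 7.96 ± 0.78 CPM in OA, at least 368-fold higher against a floor of 3 counts over the group. The zinc transporter gene SLC30A2 had so few vehicle counts that its ratio of 941 carried a 95% counting interval of 168 to 37200. DUSP15, a phosphatase gene, rose by a log2 fold change of 9.06 (SE 0.12), and IL1RL1, the interleukin 33 receptor, by 7.93 (SE 0.15). DRAXIN (7.35, SE 0.33), NAT16 (7.30, SE 0.23), SNAP91 (7.30, SE 0.22) and ATP6V0D2 (7.17, SE 0.15), a vacuolar proton pump subunit, were also among the 10 largest rises by log2 fold change. DRAXIN, with 3, 1 and 0 vehicle counts, and SNAP91, with 5, 1 and 1, had log2 fold changes of 8.48 and 8.31 without vehicle replicate 1. The 10 largest falls held the cell division genes CDCA3 (log2 fold change -4.87), KIF20A (-4.55), KIF18B (-4.52), GTSE1 (-4.48), KIF2C (-4.31) and UBE2C (-4.27), together with FAM111B (-4.80), the troponin gene TNNI2 (-4.79), the gap junction gene GJA5 (-4.68) and the interleukin 7 receptor gene IL7R (-4.52). TNNI2 had a log2 fold change of -5.73 without OA replicate 3.

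Genes of the mitosis and DNA replication lists fell. All 45 mitosis genes and all 44 DNA replication genes were lower in OA, with median log2 fold changes of -3.43 and -2.50. CCNA2, which encodes cyclin A2 (chromosome 4, 121816444 to 121824001), fell from 130.1 ± 2.0 to 7.05 ± 0.91 CPM (SD, n = 3). The spindle checkpoint kinase gene BUB1 (-3.65, SE 0.043) and the survivin gene BIRC5 (-3.65, SE 0.045) fell to a like degree on the log2 scale. The helicase subunit genes MCM3 (-2.85) and MCM7 (-2.49) were among the replication genes with the smallest p-values. The competitive list test camera called both lists lower (adjusted p = 3.65e-13 and 3.39e-13), but with an estimated correlation the adjusted p was 0.407 and 0.345.

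Genes of growth and glucose use fell as well. All 29 MYC and ribosome biogenesis genes were lower, with a median log2 fold change of -1.18 (camera adjusted p = 1.37e-08, adjusted p = 0.37 with an estimated correlation). The nucleolar genes NCL (-1.78, SE 0.029), NOLC1 (-1.65) and NOP56 (-1.57) had the smallest p-values. Of 21 glycolysis genes 19 fell and 2 rose (camera adjusted p = 0.000159, adjusted p = 0.407 with an estimated correlation). LDHA, which encodes lactate dehydrogenase A, fell from 1791 ± 7.4 to 409.4 ± 13.0 CPM (SD, n = 3), and the pyruvate kinase gene PKM fell by 1.60 on the log2 scale. The risers were the glucose transporter gene SLC2A3 (3.65, SE 0.045) and PFKFB4 (0.47), the latter named after its value was seen. Cytosolic ribosomal protein genes shifted little: 30 of 33 were lower and 0 higher, with a median of -0.22 that became 0.06 with library totals only (camera adjusted p = 0.000371, adjusted p = 0.407 with an estimated correlation). With library totals only the call was lost (adjusted p = 0.994). RPS15 had a log2 fold change of -0.50, RPL5 of -0.36 and RPS23 of -0.33. With library totals only, RPL5 and RPS23 no longer passed the threshold. Many have processed pseudogenes, so their counts are uncertain where reads map to more than 1 place.

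Several lipid droplet and PPAR target genes rose. PLIN2, a lipid droplet coat protein gene (chromosome 9, 19115761 to 19127606), rose 10.4-fold, from 37.4 ± 0.90 to 389.9 ± 1.6 CPM (SD, n = 3). ANGPTL4, an inhibitor of lipoprotein lipase, rose 6.10-fold and PLIN4 4.83-fold. TXNIP, a thioredoxin-binding protein gene, rose 10.9-fold. Of 19 PPAR target genes 9 rose, 9 did not pass and HILPDA, named after its value was seen, fell (-0.47). Of 24 genes of triacylglycerol synthesis and lipid droplets 15 rose and 6 fell, among the risers GPAM (0.84), the first acyltransferase of that pathway. Camera called neither list (adjusted p = 0.0884 and 0.148), although the PPAR list was called higher without OA replicate 1 (adjusted p = 0.0464).

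Fatty acid oxidation and ketogenesis genes split evenly, 16 higher and 15 lower of 37 (camera adjusted p = 0.976). The acyl-CoA synthetase genes ACSL1 (2.99-fold) and ACSL3 (2.31-fold, SE 0.028 on the log2 scale) rose, as did CPT1C (6.66-fold), a brain-type carnitine palmitoyltransferase gene. CPT1B was not analysed here.

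Transcripts typical of hepatocytes differed between libraries. ALB, which encodes albumin, had 13, 110 and 60 counts in vehicle and 32, 578 and 2427 in OA. The summed level of 21 hepatocyte genes was 1.56, 6.28 and 3.75 CPM in vehicle and 3.11, 26.2 and 103 CPM in OA replicates 1, 2 and 3. These 21 genes were chosen after their values were seen.

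**Figure D1:**
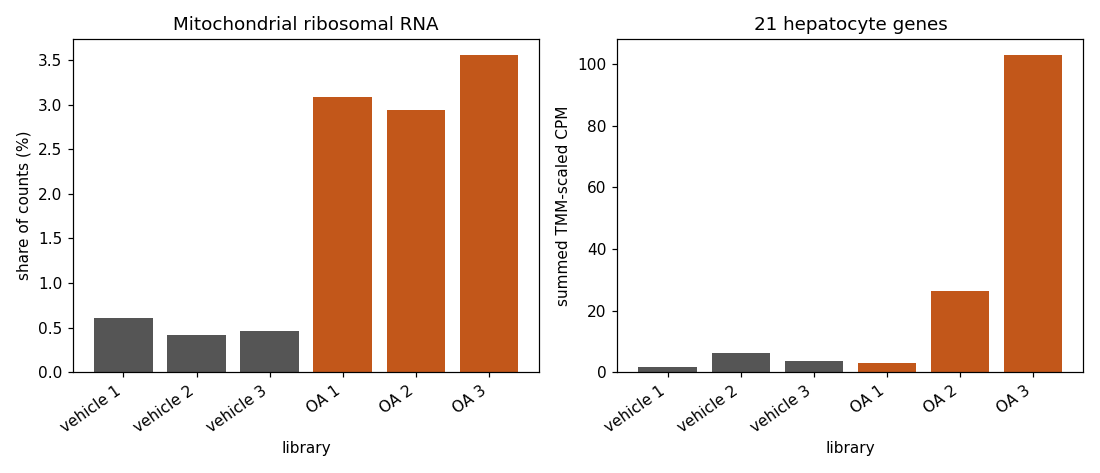
Share of counts from mitochondrial ribosomal RNA in percent (left) and summed TMM-scaled CPM of 21 hepatocyte genes (right), with 1 bar per library, vehicle in grey and OA in orange. The mitochondrial share lies between 2.94% and 3.56% in OA and at or under 0.605% in vehicle, while the hepatocyte sum reaches 103 CPM in OA replicate 3 and 3.11 CPM in OA replicate 1.

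Sterol synthesis genes fell. Of 25 sterol biosynthesis genes 17 fell, 5 rose and 3 did not pass (median -0.64, or -0.36 with library totals only and -0.42 with upper quartile scaling, camera adjusted p = 0.0171, adjusted p = 0.37 with an estimated correlation). FDPS, which encodes farnesyl diphosphate synthase, fell from 452.2 ± 10.6 to 159.7 ± 3.5 CPM (SD, n = 3), and ACAT2 fell as well (-1.81). TM7SF2, STARD4, INSIG1 and SC5D, named after their values were seen, were among the risers. Fatty acid synthesis and desaturation genes went both ways, 8 higher and 9 lower of 20, with a median of 0.04 (0.32 with library totals only), a mean of 0.43 and a camera direction downward (adjusted p = 0.882). ACLY, which makes cytosolic acetyl-CoA, fell to 0.342 of its vehicle level and the desaturase gene FADS2 to 0.374, while the elongase gene ELOVL7 rose 8.96-fold.

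The Notch pathway changed gene by gene. DLL4, a Notch ligand gene (chromosome 15, 40929333 to 40939060), rose from 0.105 ± 0.043 to 2.66 ± 0.27 CPM (SD, n = 3), a log2 fold change of 4.68 (SE 0.27, edgeR quasi-likelihood adjusted p = 1.55e-12). NOTCH3 (chromosome 19, 15159633 to 15200981) rose 4.79-fold and the Notch target HEY1 (chromosome 8, 79764010 to 79767863) 2.08-fold. NOTCH1 went the other way, from 444.7 ± 23.2 to 311.1 ± 21.7 CPM, as did the ligand gene JAG2 (-1.02) and POFUT1 (-0.92), which encodes a Notch fucosyltransferase. Of the other HES and HEY genes tested, HEYL (4.20) and HES4 (0.31) rose, HES1 (-0.29) fell and HES2 did not pass. NRARP fell as well (-0.22). These HES and HEY genes and NRARP were named after their values were seen. In all, 15 of 34 measured members rose, 14 fell and 5 did not pass. The median log2 fold change was -0.06, with the gene at 0 in vehicle set to its bound as well as without, and 0.22 with library totals only, while the mean was 0.51 (camera adjusted p = 0.957). NOTCH4, HEY2 and DLL1 were not analysed here.

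Wnt pathway genes rose more often than they fell, 25 against 14 of 50, without a call for the list (camera adjusted p = 0.293). WNT11 (chromosome 11, 76186326 to 76206530) rose 4.89-fold, the receptor gene FZD4 (chromosome 11, 86945675 to 86955398) 2.31-fold and the receptor kinase gene ROR2 29.5-fold. CTNNB1, which encodes beta-catenin, fell to 0.470 and the secreted antagonist gene SFRP1 to 0.339 of vehicle. Of 18 Hedgehog pathway genes 14 rose (median 0.96, camera adjusted p = 0.0265, adjusted p = 0.345 with an estimated correlation). Among them were the signal transducer SMO (3.23-fold), DISP1 (2.95-fold), which releases the ligand, and the inhibitory receptor gene GPR161 (2.04-fold). SUFU, GAS1 and EVC fell; they were named after their values were seen.

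**Figure D2:**
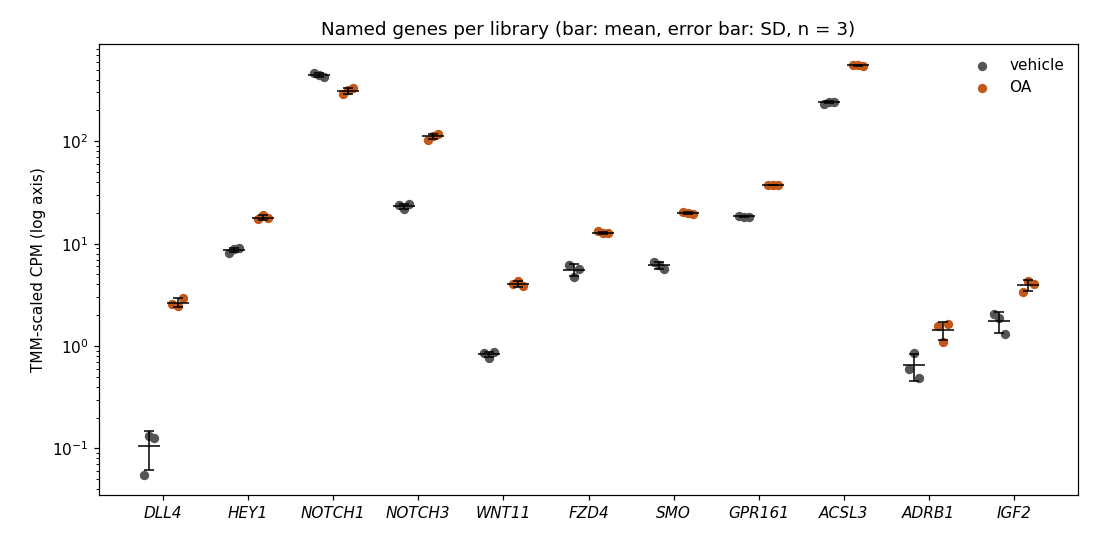
TMM-scaled CPM on a log axis for 11 genes, with 1 point per library, vehicle in grey and OA in orange, a bar at the mean and error bars of 1 SD (n = 3). DLL4 goes from 0.105 to 2.66 CPM and NOTCH3 from 23.3 to 111.4 CPM, while NOTCH1 goes from 444.7 to 311.1 CPM.

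Genes of ERBB receptors and their ligands rose. Of 19 genes on the ERBB receptor and ligand list 15 rose (median 0.78, camera adjusted p = 0.0127, adjusted p = 0.345 with an estimated correlation). They included the ligand genes HBEGF (6.15-fold) and EREG (2.76-fold) and the receptor gene ERBB3 (4.21-fold). The list also holds genes of regulators and adaptors that are neither receptors nor ligands. Among these CBLB (log2 fold change 1.29), CBL (0.905), ERRFI1 (0.62), GRB7 (0.78) and SHC3 (1.40) rose, and LRIG1, LRIG3 and SHC1 fell. These genes and ERBB2, which did not pass, were named after their values were seen. Of 18 ERK output genes 10 rose and 4 fell over all genes tested, and 9 rose and 4 fell adjusted over the list alone (camera adjusted p = 0.182). EGR1, an immediate early transcription factor gene, rose 5.54-fold, DUSP5 4.54-fold and SPRED3 6.11-fold. The last pair encode inhibitors of ERK signaling. The fallers, named after their values were seen, were FOSL1 (log2 fold change -0.717), DUSP4 (-0.447), DUSP6 (-0.272) and EPHA2 (-0.105). Of 35 cAMP signaling genes 22 rose and 9 fell (camera adjusted p = 0.142). The kinase anchor gene AKAP12 rose 29.6-fold, the adenylyl cyclase genes ADCY7 2.65-fold and ADCY1 2.44-fold, and the beta-1 adrenergic receptor gene ADRB1 2.21-fold (log2 SE 0.23). IGF2, a growth factor gene whose reads overlap a read-through transcript, rose 2.20-fold.

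Stress response genes went both ways. GDF15, a stress-induced cytokine gene, rose 11.2-fold and MDM2 2.55-fold, while PLK2 fell to 0.246 of vehicle. Of 28 p53 target genes 15 rose and 10 fell (camera adjusted p = 0.366). Of 25 genes of the amino acid response and endoplasmic reticulum stress 14 rose and 8 fell (camera adjusted p = 0.225), with ATF3 up 9.36-fold, DNAJB9 6.54-fold and TRIB3 3.92-fold. Of 21 NRF2 target genes 14 rose and 7 fell (camera adjusted p = 0.288). AKR1C1 rose 3.16-fold, with reads that could be shared with its close paralogs, and SRXN1 2.59-fold.

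Camera called none of the one-carbon and chromatin lists. Of 29 one-carbon and methionine metabolism genes 18 fell and 10 rose, with a median of -0.33 (-0.05 with library totals only and -0.11 with upper quartile scaling), a mean of 0.23 and a camera direction downward (adjusted p = 0.185). TYMS (-2.55) and MTHFD1 (-1.81) fell. The tested members include MAT1A, which is among the 21 hepatocyte genes and had 84 counts in OA replicate 3 against 10 in OA replicate 1. Of 45 histone methyltransferases and demethylases 14 rose and 22 fell, with a median of -0.18 that became 0.11 with library totals only (camera adjusted p = 0.278). The demethylase genes KDM7A (3.91-fold) and KDM6B (2.39-fold) rose and the methyltransferase gene SUV39H1 fell to 0.134. Of 30 histone acetyltransferases and deacetylases 14 rose and 12 fell (camera adjusted p = 0.882), with HDAC5 up 4.19-fold, HDAC9 up 4.34-fold and HAT1 at 0.394 of vehicle. Of 13 genes known to respond to histone deacetylase inhibitors 8 rose and 5 fell (median 1.07, camera adjusted p = 0.299). H1F0, a linker histone gene, rose 7.55-fold, TXNIP 10.9-fold and CLU 4.55-fold. The fallers, named after their values were seen, were ALPP, TUBB3, MT1E, MT1X and MT2A.

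Epithelial identity genes moved in mixed directions. KRT5, a basal keratin gene (chromosome 12, 52514575 to 52520459), fell from 3918 ± 51 to 1061 ± 55 CPM (SD, n = 3), KRT14 to 0.214 and the integrin gene ITGA6 to 0.339 of vehicle. Keratin genes have close paralogs and pseudogenes that could share reads. Of 21 basal mammary markers 12 fell and 8 rose (camera adjusted p = 0.337). Of 19 luminal markers 11 rose and 6 fell (camera adjusted p = 0.268), with CLDN4 up 6.49-fold, SLPI up 1.98-fold and CD24 at 0.480. Of 22 epidermal differentiation markers 14 fell and 5 rose (camera adjusted p = 0.118, and a call lower with library totals only at an adjusted p = 0.0359). IVL, which encodes involucrin, fell to 0.204 and SPRR1B to 0.37 of vehicle, while SPRR2D, a member of a gene cluster of near-identical copies, rose 4.82-fold. LCE3D, LCE3E, FLG and SBSN rose too and were named after their values were seen. Of 27 mesenchymal markers 14 rose and 10 fell (camera adjusted p = 0.387), with LOX up 4.07-fold, SNAI2 up 2.40-fold and CDH11 at 0.223.

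Genes of other lineages rose. Of 34 measured neuronal and synaptic genes 29 rose (median 2.05, camera adjusted p = 8.28e-05, adjusted p = 0.345 with an estimated correlation), among them CHGB (7.32-fold) and INA (3.44-fold). STMN3, RAB3A and TUBB3 fell, TUBB3 to 0.354; the first 2 were named after their values were seen. Of 19 cardiac and skeletal muscle genes 15 rose (median 1.96, camera adjusted p = 0.0265, adjusted p = 0.345 with an estimated correlation), with TNNT1 up 4.07-fold and RYR1 6.72-fold, while ATP2A2 fell to 0.464. TNNI2 and TPM2 also fell, TPM2 being named after its value was seen. Of 55 developmental homeobox and fate genes 34 rose and 10 fell over all genes, and 34 rose and 9 fell adjusted over the list alone (median 0.37, also with the 2 members at 0 in vehicle set to their bound, and 0.65 with library totals only). Camera called this list higher (adjusted p = 0.0303, adjusted p = 0.345 with an estimated correlation). DLX4 rose 11.3-fold, HOXA7 fell to 0.524, and the endoderm factor gene SOX17 had a ratio of 150 with a 95% counting interval of 51.0 to 729. The muscle and homeobox calls were lost with library totals only (adjusted p = 0.114 and 0.0737). Genes low in vehicle rose in general, with medians of 2.56, 0.82 and 0.67 in deciles 1, 2 and 3 by level. Some members of these lists were that low in vehicle, such as SOX17 (0.0197 CPM), DLX4 (0.643 CPM) and RYR1 (2.14 CPM). INA (14.85 CPM) and TNNT1 (16.54 CPM) were not. Camera compares a list with all genes, so whether these lists rose more than genes of like level was not tested. The lists held 60 neuronal, 44 muscle and 75 homeobox members, of which 34, 19 and 55 were in the table. The table had been filtered on low counts, so a member silent in vehicle could be listed only if it had counts in OA. This favors rises among the measured members.

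Interferon response genes rose, 23 of 28 with a median log2 fold change of 1.04 (camera adjusted p = 0.000452, adjusted p = 0.345 with an estimated correlation). RSAD2, which encodes viperin, rose 26.8-fold, ISG20 16.3-fold and OASL 7.22-fold. Inflammatory cytokines and NF-kB targets went both ways, 12 higher and 8 lower of 23 (camera adjusted p = 0.41). IL24 rose 90.3-fold and ICAM1 3.27-fold, whereas the chemokine gene CXCL1 fell to 0.133 of vehicle.

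Markers of cell types that the culture should not hold were few in the table. All 4 measured immune markers rose (camera adjusted p = 0.0746), CSF1R 3.75-fold, CD68 2.66-fold, CD14 2.05-fold and CD8A, named after its value was seen, by 2.93 on the log2 scale. Of 7 endothelial markers 4 rose and 2 fell (camera adjusted p = 0.441). CLDN5 rose 13.8-fold, and KDR, ESAM and ERG, named after their values were seen, rose as well. PECAM1 was at 0.546 and ROBO4 at 0.786 of vehicle, the latter losing its call without OA replicate 2 (adjusted p = 0.0193) and without vehicle replicate 2 (adjusted p = 0.0354). Of 5 adipocyte markers PPARG (1.77-fold), LIPE (1.29-fold) and PLIN1, named after its value was seen, rose (camera adjusted p = 0.387). ADIPOR2 had a log2 fold change of -0.10 that turned to 0.13 with upper quartile scaling and 0.19 with library totals only.

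Mitochondrial ribosomal RNA took 3.19% ± 0.32 of counts in OA and 0.493% ± 0.10 in vehicle (SD, n = 3). RNR2 (mitochondrial genome, 1671 to 3229) rose 5.74-fold and RNR1 4.45-fold, with reads that could be shared with nuclear copies of mitochondrial DNA (camera adjusted p = 0.23 for the 2 measured members). The other 13 mitochondrially encoded genes of the list were not analysed here. The 20 most abundant genes held 10.4% ± 0.33 of counts in OA and 8.22% ± 0.10 in vehicle.

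Of 35 tested genes from the qPCR panel that the study assembled from its own sequencing, 28 rose and 4 fell (median 1.17, camera adjusted p = 0.000215, adjusted p = 0.322 with an estimated correlation). The study does not say which cell line's RNA sequencing entered that choice, so the panel's direction is not taken here as independent evidence. NOTCH1, FZD2, TP73 and PRKAA1 fell, the last 3 being named after their values were seen. Over all 37 lists, camera called 7 higher and 6 lower with a preset correlation of 0.01. With an estimated correlation 0 of these 13 calls held. Calls were also lost where the estimated correlation was below 0.01, as for this panel (-0.002) and the muscle genes (-0.041). The camera p went from 3.49e-05 to 0.0087 for the panel and from 0.00859 to 0.0462 for the muscle genes. A lost call is therefore not by itself evidence that correlation between members had produced it. Counts of members adjusted over the list alone equalled those over all genes for 35 lists.

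**Figure D3:**
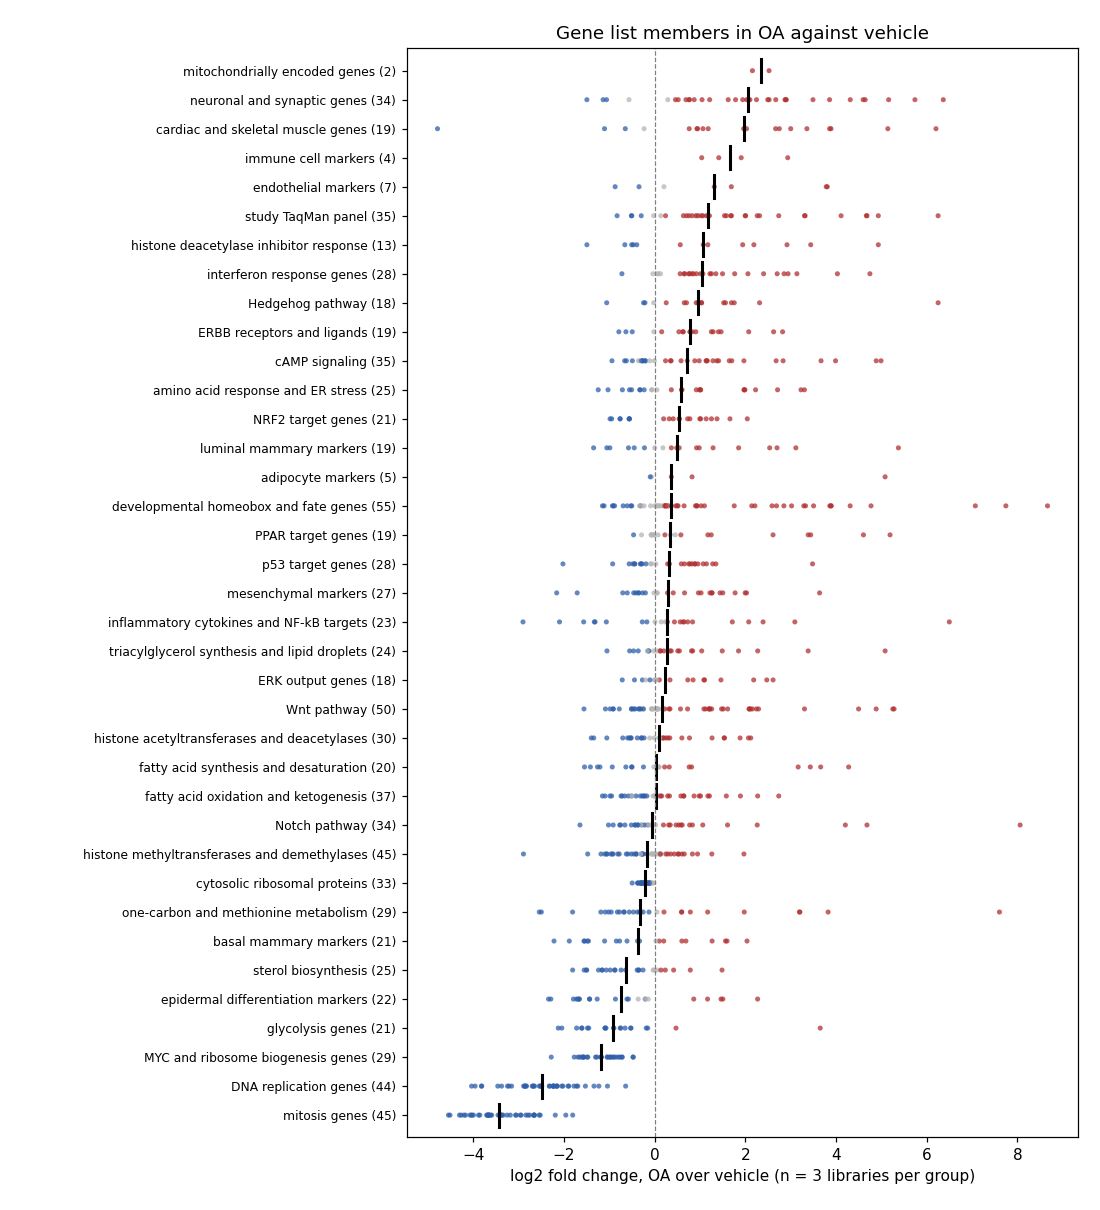
Log2 fold change of every tested member of the 37 gene lists (rows, number of tested members in brackets), with 1 point per gene, red for higher and blue for lower at a false discovery rate of 0.01, grey for neither, and a black bar at the list median. Mitosis genes have the lowest median at -3.43, and the mitochondrially encoded pair (2.34) and the neuronal genes (2.05) have the highest medians.

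Fold change depended on expression level. In the decile of genes least expressed in vehicle, at a median of 0.243 CPM, the median log2 fold change was 2.56 ± 0.010 (SD over 3 ranking libraries), and in the most expressed decile, at 269.6 CPM, it was -0.63 ± 0.0018. The ranking library was kept out of the fold change. A held-out vehicle library in the place of OA gave medians between -0.05 and 0.05 in every decile. The SD of log2 CPM across genes was 2.49 in each OA library and between 3.15 and 3.16 in the vehicle libraries. Of the genes in the table, 31 genes were at 0 in all vehicle libraries, and 0 genes were at 0 in all OA libraries. The table had been filtered on low counts before deposit. A comparison of vehicle with vehicle cannot show how much that filter adds to the lowest decile.

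**Figure D4:**
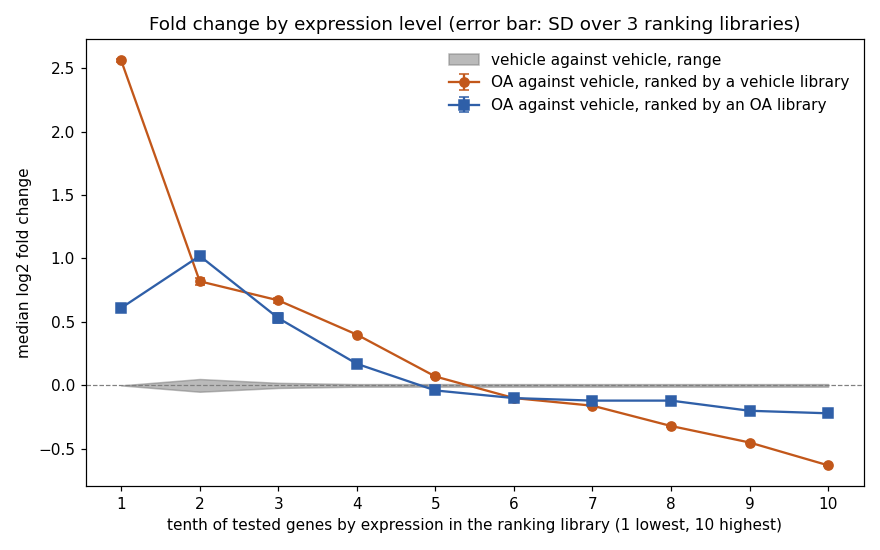
Median log2 fold change of OA against vehicle for deciles of genes ordered by expression in 1 vehicle library (orange) or 1 OA library (blue), with error bars of 1 SD over 3 ranking libraries, and the range for vehicle against vehicle (grey band). The orange line runs from 2.56 to -0.63 and the blue line from 0.61 to -0.22, with its highest value of 1.02 in the second decile.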

Values the study reported

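The study reported 1645 genes up and 330 genes down (FDR = 0.01) in MCF-12A cells treated with octanoate. For the same cells it gave rises of 25.4-fold for DLL4, 4.75-fold for NOTCH3, 2.07-fold for HEY1, 4.85-fold for WNT11 and 2.29-fold for FZD4.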

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

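The settings with OA replicate 1 alone, a log2 fold change of at least 2, and ranking by an OA library or by all 6 libraries were chosen after seeing the data; the causes of the shifts below were not tested. Across the other scalings, filters, tests and left-out libraries, the counts of genes higher and lower in OA stayed within 1.5 times those given. Leaving out 1 library in turn gave 6184 to 6290 genes higher and 5881 to 6061 lower. OA replicate 1 alone against 3 vehicle libraries, with its spread assumed to be that of vehicle, gave 5987 higher and 5766 lower. The likelihood ratio test gave 6488 and 6145, and with a log2 fold change of at least 2 it gave 1674 and 327. Genes more than 2-fold lower numbered 1187 with upper quartile scaling and 1060 with library totals only, which also turned the direction of 96 and 269 called genes. Replicate numbers did not pair the libraries (correlations of deviations 0.081, 0.013 and -0.026, and not every library correlated best with its own number); a fit with a replicate block gave 6294 higher and 5983 lower. With library totals only the mean of the cytosolic ribosomal protein list turned to 0.06, and ADIPOR2 turned to 0.19, and to 0.13 with upper quartile scaling. Over 131 named genes, 2209 of 2224 alternative values kept direction and call, 13 lost the call and 2 turned.

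An estimated correlation called 0 lists higher and 0 lower. The self-contained test fry called 26 higher and 11 lower. The lowest decile by level had a median of 2.58 when ranked by all vehicle libraries, 2.80 with library totals only, 2.52 with the filter at 1 CPM, 0.61 when ranked by an OA library and 1.89 by all 6 libraries. The highest decile had -0.35, -0.62, -0.22 and -0.42 for the last 4 of these settings. Depth limits genes with a few counts in vehicle, such as SLC30A2 and SOX17, whose folds are known only within wide intervals.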

Other observations

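Families defined by a shared symbol stem were tested after the data were examined, 86 of them with at least 15 tested protein-coding members. All 49 MRPL and all 28 MRPS genes, which encode mitochondrial ribosomal proteins, were lower in OA, with median log2 fold changes of -0.79 and -0.71 (camera adjusted p = 4.78e-10 and 4.48e-06). Of 21 NUP genes, most of them nucleoporins, 20 fell (median -0.96, camera adjusted p = 1.54e-05), and of 51 EIF translation initiation factor genes 42 fell and 5 rose (median -0.53, camera adjusted p = 6.36e-05). Of 25 CYP genes 22 rose (median 1.66, camera adjusted p = 0.000775), among them CYP2E1, which is also 1 of the 21 hepatocyte genes and had 18, 59 and 292 counts in OA replicates 1, 2 and 3. Of 420 ZNF zinc finger genes 254 rose and 83 fell (median 0.43, camera adjusted p = 0.00114), and of 15 MMP matrix metalloproteinase genes 12 rose and 3 fell (median 1.57, camera adjusted p = 0.0284). With an estimated correlation the adjusted p was 0.309 for each of these families.

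At the threshold stated by the study, 6409 genes were higher and 6084 lower. Both are higher than the values quoted from the study above. With a log2 fold change of at least 2 added, a setting chosen after seeing the data, the likelihood ratio test gave 1674 higher and 327 lower, close to the quoted values. Whether the study applied a fold threshold in these cells is not given in the sources used here, so the gap does not show a difference in the data.

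The tests of hepatocyte induction, of library scaling, of RNA without a poly(A) tail and of the histone deacetylase inhibitor list were chosen only after the result was seen. All 10 splits of the 6 libraries into 3 and 3 were fitted. The real split gave 12493 genes and the highest of the others 0, and 10 splits are too few for a share under 0.05.

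Hepatocyte transcripts differed between libraries of one group. The 21 genes of the first list, led by ALB, summed to 3.11, 26.2 and 103 CPM in OA replicates 1, 2 and 3. OA replicate 1 lay 3.17 CPM below the highest vehicle library and the 3 OA libraries lay far apart, which an even induction by OA would not give. The genes were chosen after their values were seen, so this describes these genes and is not a separate test of induction. RNA or reads of a liver sample is a candidate source that stays open. The test written beforehand asked whether a second list of 38 hepatocyte genes was also higher in OA replicate 3 than in OA replicate 1; 11 were in the table and 1, ASGR1, was under 0.5 CPM in vehicle, with a ratio of 0.828, the result that had been set against that source, and it was then judged that 1 gene cannot decide.

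The narrower range of expression in OA may be a property of the treated cells. Across genes, the smallest SD of log2 CPM in vehicle exceeded the largest in OA by 0.658. That gap describes the same pattern as the trend by level and is not separate support for any cause of it. Counting error shared by the ranking and the fold change was argued against by the lowest decile, which exceeded the highest held-out vehicle comparison by 2.56. Ranking by an OA library left the lowest decile at 0.61 and the highest below 0, so the choice of ranking group is not the whole cause, although it moved the lowest decile from 2.56. The filter applied before deposit is not the whole cause either, since among the 7392 genes with the highest mean level the gap was still 0.097, but the gap was smaller there and a contribution at low levels stays open. With library totals only the highest decile remained below 0 at -0.35.

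The higher share of mitochondrial ribosomal RNA was not matched by other RNA without a poly(A) tail. Over 100 such RNAs the median log2 fold change was -1.22, with 80 lower and 2 higher. Of these, 95 were small nucleolar RNAs (median -1.26). Most of them lie in introns of other genes and could follow those genes, so they cannot report on removal. The other 5 had a median of -0.58, with RMRP lower by edgeR's quasi-likelihood test, RPPH1 at 0.39, RNA45SN2 at 0.02 and 0 called higher. No general rise of such RNA was seen, but 5 genes are too few to decide whether removal was weaker in OA. Whether mitochondrial transcription, RNA stability or mitochondrial content rose was not tested.

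One hypothesis was that OA acts like a histone deacetylase inhibitor, as short-chain fatty acids can. Without H1F0, 7 of 12 known response genes rose and 5 fell, with a median log2 fold change of 0.82 and a camera p of 0.383, so the list did not decide the question.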
